A study of Oryza sativa with 27 samples. Its data were reported in "Linear Energy Transfer-Dependent Change in Rice Gene Expression Profile after Heavy-Ion Beam Irradiation" (2016).

How the data were processed

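Gene expression was measured in embryos of rice (Oryza sativa 'Nipponbare') whose seeds had been imbibed for 3 days and irradiated with carbon ions at a dose of 15 Gy, or left unirradiated. The carbon ions had a linear energy transfer (LET, the energy a particle deposits per length of its track) of 22.5 or 50 keV/µm. Sampling times were 0.5, 1 and 2 h, and each of the 9 groups of LET and time had 3 arrays. Per the labels, the arrays were one-colour Agilent rice 4x44K arrays, and the 3 replicates of a group came from independent experiments. Groups were taken from the labels, and 0 deposited columns were left unmatched to a sample.

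Per the file headers, the authors extracted each scan with Agilent Feature Extraction, and the values used here were its processed spot intensities, which are background-subtracted and detrended but not scaled between arrays. The deposited series matrix held log2 values scaled by the authors to the 75th percentile of each array. This was checked by recomputing it: scaling the spot intensities to the 75th percentile over all spots gave the matrix values to within 0.0049 log2 units, and over the spots that are not controls to within 0.011. The mean spot intensities and local background intensities of the deposited files, before the software's own correction, were used only for an alternative background correction.

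Each array held 45151 spots, of which 1417 were controls and 43144 belonged to genes. Spots marked as outliers by the extraction software were set aside, and repeated spots of a probe were averaged, which gave 42418 gene probes. Of these, 41908 named a locus of the Rice Annotation Project (RAP), for 29690 loci. The RAP loci matched 0 entries of the gene table at hand, so genes are given by their RAP locus, with names and descriptions from the deposited annotation or from the list of DNA repair genes. That annotation gives no genome coordinates, and none are printed. Signals were divided by the 75th percentile of the array over spots that are not controls, rescaled to a common level, set to at least 1 and log2-transformed. A probe was tested if its raw signal reached 30 on at least 1 array and the software marked it as well above background on at least 1 array, which left 38982 probes. A raw signal of 30 and the well-above-background mark follow the study's methods. Of these probes, 38772 had a value on each of the 27 arrays.

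The design, the tests and 21 alternatives for the counts and gene sets were chosen before the data were examined. Each comparison was fitted with limma (version 3.58.1, R 4.3.3; lmFit and eBayes) to the arrays compared. Irradiated arrays were compared with the unirradiated arrays of the same time, arrays at 50 keV/µm with arrays at 22.5 keV/µm of the same time, and the response at 2 h with the response at 0.5 h as an interaction over 12 arrays. Unirradiated arrays of 2 h and 0.5 h were compared as a control for time. A probe was called when its Benjamini-Hochberg adjusted p from limma was under 0.05 and its difference was more than 2-fold, which is 1 log2 unit. The study itself used an unadjusted test per probe with p under 0.05 and a 2-fold change. That rule is called the methods' t-test below, with an ordinary linear model in its place for interactions, and was run as an alternative.

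The genes named in the text were set by a rule. It took all probes of a panel of 16 loci (the IR indicator, RAD51A2, RAD21-2, DMC1A, DMC1B, RAD54, BRCA1, MSH5, RecQ, RPA70b, PCNA, PARP3, PARP1, KU70, KU80 and ATM). To these it added, per comparison, the 3 largest positive and the 3 largest negative differences among called probes, 1 per gene. These had to be well above background on at least 1 array of both groups, with no overlap between the arrays of the groups, except for interactions, where only the call counted. It also took probes called in the same direction in all 6 comparisons with unirradiated arrays. The study picked most of the panel from these samples.

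A list of 133 DNA repair genes in 9 pathway sets of at least 5 genes was also fixed beforehand. Probes of the list were adjusted over all probes tested and adjusted over the list alone. The sets were tested with camera in limma at its preset inter-gene correlation of 0.01, with the 54 tests of 9 sets and 6 comparisons adjusted together. The sets were tested again with fry and with camera at an estimated correlation.

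Only the fits to the arrays compared and to all 27 arrays were tested on simulated data, for the comparisons given here. In each, 200 probes were changed among 38772. Noise was drawn independently for each probe and array, with 1 spread per probe and no effect of replicate number or slide. Deviations of real arrays with the same number were correlated in some comparisons, so real false calls and recovery can differ. In the simulated comparison of 22.5 keV/µm with unirradiated arrays at 0.5 h, 57% of changes of 1.5 log2 units and 79% of changes of 3 log2 units were called, with 8 false calls. In that of 50 keV/µm at 2 h these were 51%, 78% and 3 calls. For 50 against 22.5 keV/µm at 2 h they were 54%, 78% and 7 calls, and for the interaction at 50 keV/µm 52%, 83% and 4 calls. A fit to all 27 arrays recovered 74% and 94%, 72% and 88%, 75% and 95%, and 63% and 87% in the same order.

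Whether replicate numbers pair the arrays was checked with the correlation, over probes, of the deviations of same-numbered arrays from their group means. Each of the 3 pairs had a correlation over 0.1 for 50 keV/µm at 0.5 h (0.149 to 0.721), 22.5 keV/µm at 1 h (0.278 to 0.678), 50 keV/µm at 1 h (0.227 to 0.366) and 22.5 keV/µm at 2 h (0.155 to 0.455), against the unirradiated arrays. There the numbers were taken to pair the arrays, as independent experiments, and the fit with the replicate number as a block is given beside a result where it changes a call or moves a count by more than 1.5-fold. For the other two comparisons at least 1 pair was not correlated.

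The alternatives were quantile normalisation, median centring, a percentile over filtered probes, a floor before scaling, normexp background correction with an offset of 50, the series matrix values, no filter, and a strict filter on background. Further alternatives were spots or genes in place of probes, no fold threshold, an intensity trend, the methods' t-test with and without adjustment, all 27 arrays in 1 fit, the replicate number as a block in the arrays compared or over all 27, and the slide as a fixed or random block over all 27. Each array was also left out in turn. Chosen after the data were examined were a floor at log2 4, the homologous recombination set without the panel genes, and 2 further ways to simulate the agreement between the LETs.

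For arrays, the number of arrays limits the precision. The 75th percentile of the raw signal ranged from 4077.0 to 6299.7 over the arrays, from 81.31% to 86.75% of spots were well above background, and 0 spots were saturated. Where a group is not well above background, its signal is at most that level and a fold change against it depends on signals near background. The floor of 1 played no part, since 0 signals were under 1 before scaling. Enrichment of Gene Ontology terms was left out, since no annotation of terms was at hand. Arrays with neon ions, which the study also used, belong to another series and were not used here. Tables were prepared with the data.table package (version 1.17.8), pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9 in Python 3.11.15.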

Results

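Transcript levels in embryos of imbibed rice seeds were measured on 27 arrays after irradiation with carbon ions at 22.5 or 50 keV/µm, or without irradiation. The 9 groups, given by LET and by time (0.5, 1 and 2 h), had 3 arrays each. Log2 signals of arrays of the same group correlated with r from 0.9422 to 0.9891 across probes. These values are across probes within a group, and probes are not independent replicates. The median standard deviation of a probe within a group ranged from 0.132 at 50 keV/µm, 1 h, to 0.278 at 22.5 keV/µm, 2 h. The arrays lay on 7 slides that mixed groups.

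The first question was how far expression changed with time after irradiation at each LET. Over 38982 probes, limma with Benjamini-Hochberg adjustment called 0 probes 0.5 h after 22.5 keV/µm, where 3522 probes had an unadjusted p under 0.05. It called 0 probes 0.5 h after 50 keV/µm (1750 unadjusted) and 0 probes 1 h after 22.5 keV/µm (2427 unadjusted). At 1 h after 50 keV/µm it called 151 probes with higher and 34 with lower signal (185 in total, 5253 unadjusted). At 2 h after 22.5 keV/µm it called 49 higher and 55 lower (104 in total, 4818 unadjusted). At 2 h after 50 keV/µm it called 798 higher and 531 lower (1329 in total, 7578 unadjusted), which came from 636 and 444 genes. The alternative that moved the first of these counts most was the methods' t-test without adjustment, with 302 probes (137 higher, 165 lower) 0.5 h after 22.5 keV/µm. By the same rule the counts were 164 for 50 keV/µm at 0.5 h, 548 for 22.5 keV/µm at 1 h, 809 for 50 keV/µm at 1 h, 1574 for 22.5 keV/µm at 2 h and 2368 for 50 keV/µm at 2 h. After adjustment, that test called 0 probes in both comparisons at 0.5 h and at 22.5 keV/µm at 1 and 2 h. It called 34 at 1 h and 306 at 2 h after 50 keV/µm. One limma fit to all 27 arrays, which shares 1 estimate of the spread, called 27 and 19 probes at 0.5 h, 217 and 319 at 1 h, and 1604 and 2277 at 2 h, for 22.5 and 50 keV/µm in each case.

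**Figure D1:**
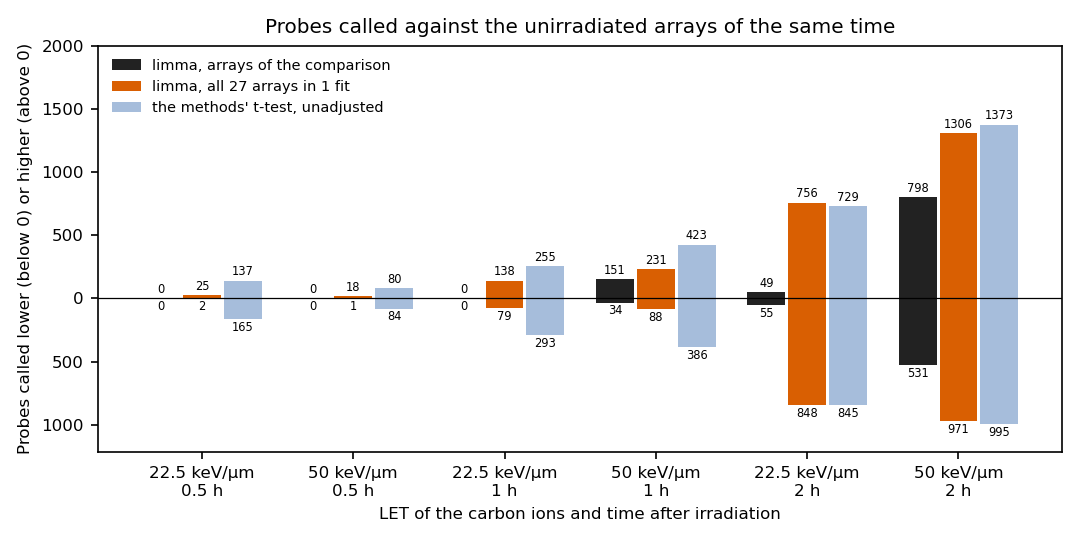
Number of probes called higher (above 0) or lower (below 0) than in the unirradiated arrays of the same time, for each LET in keV/µm and time in h, by limma on the arrays compared, by limma on all 27 arrays, and by the methods' t-test. The fit to the arrays compared called 0 probes in both comparisons at 0.5 h and 798 higher and 531 lower at 2 h after 50 keV/µm.

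Several of these counts rested on single arrays or on how replicates were treated. With the replicate number as a block in the 6 arrays compared, since the numbers pair the arrays there, the counts for 50 keV/µm at 1 h and for 22.5 keV/µm at 2 h fell to 0 each. With that block over all 27 arrays they were 476 and 2109. Without replicate 1 of the 50 keV/µm arrays, the count at 1 h was 21. For 22.5 keV/µm at 2 h, the count was 0 without replicate 1 or replicate 3 of the unirradiated arrays or without replicate 3 of the irradiated arrays. For 50 keV/µm at 2 h it was 238 without replicate 3 of the irradiated arrays and 248 without replicate 3 of the unirradiated arrays. For 22.5 keV/µm at 1 h it was 14 without replicate 1 of the irradiated arrays.

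Among the probes called 1 h after 50 keV/µm, the largest rise was in Os03g0248500, for which the files give no description. Its log2 signal was 13.56 ± 0.28 (SD, n = 3) against 5.74 ± 0.30 in the unirradiated arrays, a difference of 7.82 (SE 0.21, adjusted p 0.000972) or 225-fold. Os12g0424600, also without a description, rose by 6.28 (SE 0.19, adjusted p 0.000972), and Os12g0422200, a conserved hypothetical protein, by 6.27 (SE 0.18, adjusted p 0.000972). The largest decreases were −2.52 (SE 0.23, adjusted p 0.0247) in Os10g0376900, described as a bHLH domain protein, −2.16 (SE 0.21, adjusted p 0.0303) in Os02g0638200, a conserved hypothetical protein, and −2.07 (SE 0.16, adjusted p 0.0178) in Os10g0112100, described as a Cys-rich domain protein. In the fit to all 27 arrays the adjusted p was 0.138 for Os10g0376900 and 0.18 for Os10g0112100. With the replicate number as a block in the 6 arrays compared, 0 probes were called in this comparison, as stated above, whereas with the block over all 27 arrays 14 of 15 called probes of genes named in the text kept their call. For each gene named in this paragraph the 3 irradiated arrays lay outside the range of the 3 unirradiated ones, as the rule for naming it required.

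At 2 h, Os03g0248500 again rose most, by 7.30 (SE 0.48, adjusted p 0.0284) after 22.5 keV/µm and by 8.61 (SE 0.32, adjusted p 0.0013) after 50 keV/µm. Its probe was well above background on 2 of the 3 unirradiated arrays. After 22.5 keV/µm, the IR indicator and Os12g0424600 followed, with 6.81 (SE 0.53, adjusted p 0.0284) and 5.35 (SE 0.58, adjusted p 0.0493). The largest decreases after 22.5 keV/µm were −6.53 (SE 0.74, adjusted p 0.0495) in Os06g0142300, described as an early nodulin 93 family protein, −6.44 (SE 0.75, adjusted p 0.0497) in the hypothetical protein Os03g0725200, and −5.11 (SE 0.40, adjusted p 0.0284) in Os08g0178500, a conserved hypothetical protein. None of the calls after 22.5 keV/µm held with the replicate number as a block in the 6 arrays compared, and 13 of 13 called probes of genes named in the text held with that block over all 27 arrays. The unirradiated arrays themselves varied for Os06g0142300, with a log2 signal of 16.87 ± 1.54 (SD, n = 3) against 10.35 ± 0.21 after irradiation. After 50 keV/µm, the IR indicator rose by 7.56 (SE 0.30, adjusted p 0.0013) and Os07g0526400, described as chalcone synthase, by 7.24 (SE 0.90, adjusted p 0.0156). The largest decreases after 50 keV/µm were −4.25 (SE 0.25, adjusted p 0.00309) in Os09g0538500 (described as male sterility MS5), −3.98 (SE 0.33, adjusted p 0.00616) in Os03g0168700 (a TPR-like domain protein) and −3.97 (SE 0.76, adjusted p 0.049) in the hypothetical protein Os01g0847100. For each gene and LET named here the 3 irradiated arrays lay outside the range of the 3 unirradiated ones, as the rule for naming it required. Under 12 alternatives, 972 of 972 values of named called probes kept their direction and 886 kept their call. In the fits without 1 array, 618 of 618 kept their direction and 421 their call. The directions kept were largely fixed beforehand. The largest differences between groups were chosen for arrays without overlap, so leaving out 1 array could not reverse them. The fit to all 27 arrays and the replicate blocks leave the difference of a probe measured on each array unchanged. Robustness is thus measured by the calls kept.

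The panel of genes with a known or proposed role after irradiation was followed over time. The IR indicator, Os02g0818900, encodes a heavy metal transport/detoxification domain protein that the study used as a marker of ionising radiation. At 0.5 h its log2 signal was 9.75 ± 0.40 (SD, n = 3) after 22.5 keV/µm and 9.40 ± 0.91 after 50 keV/µm, against 6.85 ± 0.35 without irradiation. These differences of 2.91 (SE 0.27, adjusted p 0.123) and 2.55 (SE 0.48, adjusted p 0.997) were not called by limma. At 1 h the difference was 4.22 (SE 0.88, adjusted p 0.478) after 22.5 keV/µm and 5.17 (SE 0.44, adjusted p 0.0211) after 50 keV/µm. The rises at 2 h corresponded to 112-fold and 188-fold, from 6.26 ± 0.24 to 13.08 ± 1.06 and 13.82 ± 0.54.

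Of the homologous recombination genes in the panel, RAD51A2 (Os12g0497300) was higher at each time. For its probe in the coding sequence and 3' untranslated region, the log2 difference was 3.23 (SE 0.20, adjusted p 0.0584) and 3.07 (SE 0.36, adjusted p 0.697) at 0.5 h, 3.27 (SE 0.38, adjusted p 0.305) and 3.81 (SE 0.12, adjusted p 0.000972) at 1 h, and 3.02 (SE 0.20, adjusted p 0.0284) and 3.12 (SE 0.21, adjusted p 0.00464) at 2 h, after 22.5 and 50 keV/µm. In the fit to all 27 arrays this probe was called in all 6 comparisons (adjusted p 2.31e-05 and 5.18e-05 at 0.5 h). With adjustment over the list of repair genes alone it was called at 0.5 h at both LETs (adjusted p 0.00123 and 0.0323). RAD21-2 (Os04g0488100), a cohesin subunit, was higher by 1.12 and 1.03 at 0.5 h, by 2.02 and 2.32 at 1 h and by 2.16 and 2.39 at 2 h at its first probe. The rises at 2 h were called (adjusted p 0.0284 and 0.00241), as was that at 1 h after 50 keV/µm (adjusted p 0.00198). The fit to all 27 arrays called this probe of RAD21-2 in all 6 comparisons (adjusted p 0.0119 and 0.038 at 0.5 h). DMC1B (Os11g0146800) was higher by 1.99 (SE 0.19, adjusted p 0.00803) 2 h after 50 keV/µm and by 1.71 (SE 0.21, adjusted p 0.052) 2 h after 22.5 keV/µm. The 3 probes of DMC1A (Os12g0143800), with differences from 1.18 to 1.23, as well as RAD54 (Os02g0762800, 1.08), BRCA1 (Os05g0512000, 1.73) and MSH5 (Os05g0498300, 1.22) were called 2 h after 50 keV/µm. None of these was called 2 h after 22.5 keV/µm by limma on the arrays compared, with adjustment over all probes, where their adjusted p ranged from 0.0526 to 0.157. With adjustment over the list of repair genes alone, RAD54 (1.18, adjusted p 0.0127), BRCA1 (1.41, adjusted p 0.0273) and MSH5 (1.11, adjusted p 0.02) were called there, as they were in the fit to all 27 arrays. The calls at 1 h after 50 keV/µm and at 2 h after 22.5 keV/µm in the panel were lost with the replicate number as a block in the arrays compared. PCNA (Os02g0805200) was higher by 0.67 to 1.02 in the 6 comparisons and was not called by limma on the arrays compared with adjustment over all probes. At 1 h after 22.5 keV/µm it was called with adjustment over the list of repair genes alone (adjusted p 0.0283) and in the fit to all 27 arrays (adjusted p 2.96e-06). No probe of PARP3 (Os02g0530600), PARP1 (Os07g0413700), KU70 (Os07g0184900), KU80 (Os03g0856200) or ATM (Os06g0724700) was called in any of the 6 comparisons by limma on the arrays compared or on all 27 arrays, and their differences lay between −0.41 and 0.44.

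RPA70b (Os03g0214100) and the RecQ homologue (Os11g0672700) were lower at 2 h. The 3 probes of RPA70b fell by 1.76 to 1.87 after 50 keV/µm (adjusted p from 0.0115 to 0.0186), and at 0.5 h they were not lower, with differences of 0.10 to 0.18. After 22.5 keV/µm they fell by 1.20 to 1.25 at 2 h (adjusted p from 0.177 to 0.212) and were not called by limma on the arrays compared, but were in the fit to all 27 arrays (adjusted p from 0.00921 to 0.0174). RecQ changed by −1.38 (SE 0.23, adjusted p 0.0328) 2 h after 50 keV/µm and by −0.70 (SE 0.38, adjusted p 0.564) after 22.5 keV/µm. At 0.5 h its differences were 0.26 and 0.47.

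**Figure D2:**
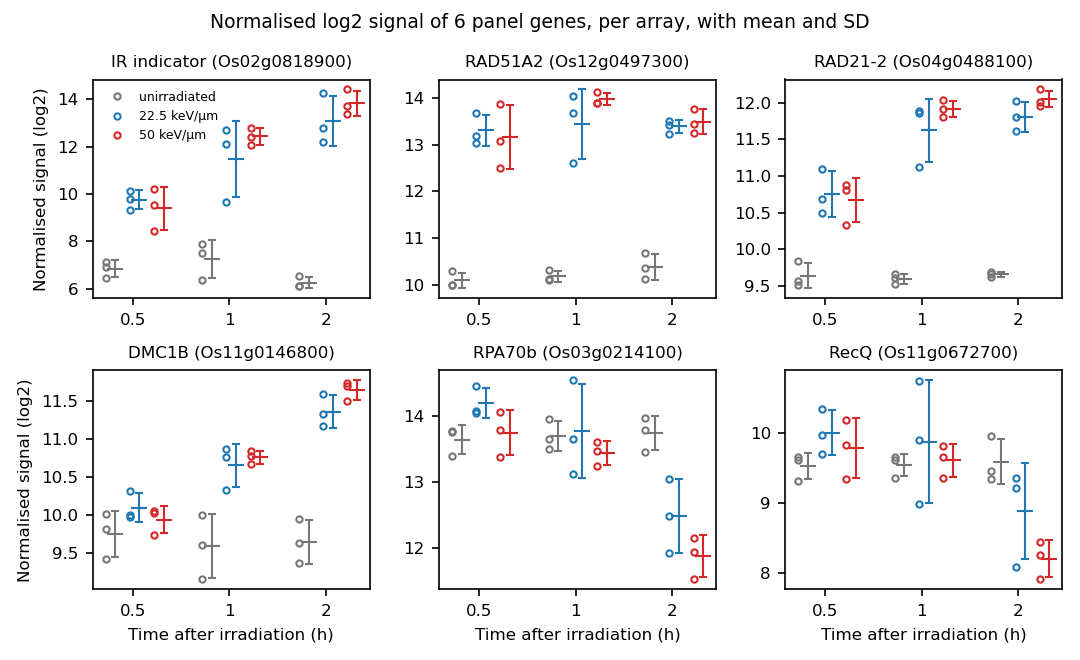
Normalised log2 signal of 6 panel genes against time after irradiation in h, with 1 point per array and the mean ± SD of 3 arrays per group. At 2 h the IR indicator reached 13.08 and 13.82 after 22.5 and 50 keV/µm against 6.26 in the unirradiated arrays, while RPA70b and RecQ lay lower after 50 keV/µm than without irradiation.

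Of the 133 listed DNA repair genes, 131 were measured, with 219 probes. Adjusted over all probes, limma called 0 of them at 0.5 h at either LET (42 and 16 list probes with an unadjusted p under 0.05). It called 0 at 1 h after 22.5 keV/µm (19 such probes) and 2 at 1 h after 50 keV/µm, RAD51A2 and BRCA1. It called 1 gene, RAD51A2, at 2 h after 22.5 keV/µm, and 8 genes at 2 h after 50 keV/µm, of which 6 were higher and 2 lower. Adjusted over the list alone, the counts were 1 and 1 at 0.5 h, 2 and 3 at 1 h, and 5 and 8 at 2 h, for 22.5 and 50 keV/µm. The fit to all 27 arrays, adjusted over all probes, gave 1, 1, 4, 3, 6 and 8 in the same order of time and LET. With the replicate number as a block in the 6 arrays compared, since the numbers pair them there, 0 list genes were called for 50 keV/µm at 1 h and for 22.5 keV/µm at 2 h, where 35 and 24 list probes had an unadjusted p under 0.05 without the block. The list itself came from the literature and was not chosen on these samples. From these same samples the study picked most of the genes called here, so their calls are not evidence independent of the study.

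As a set, the 31 measured homologous recombination genes were tested with camera in limma. At 0.5 h, 29 of the 31 genes had a positive difference at each LET, with a median of 0.23 (adjusted p 4.29e-07) after 22.5 keV/µm and 0.18 (adjusted p 2.11e-05) after 50 keV/µm. At 1 h, 24 genes were positive after 22.5 keV/µm (median 0.14, adjusted p 0.00623) and 25 after 50 keV/µm (median 0.16, adjusted p 8.88e-05). At 2 h the set did not pass, with 20 positive genes (median 0.063, adjusted p 0.104) and 11 positive genes (adjusted p 0.641). In the last of these the signs differed, with a median of −0.049, a mean of 0.17 and an upward test. Of the other 8 sets, those of replication protein A (adjusted p 8.88e-05 and 0.0104, 7 of 7 genes positive), replication factor C (adjusted p 0.00768 and 0.0174, 5 of 5 genes) and nucleotide excision repair (adjusted p 0.0236 and 0.00322, 23 of 27 genes) passed at 0.5 h at both LETs, with medians from 0.13 to 0.38. DNA polymerases passed at 0.5 h after 22.5 keV/µm (median 0.18, adjusted p 0.0155, 9 of 10 genes) and nucleotide excision repair at 1 h after 50 keV/µm (median 0.11, adjusted p 0.0297, 24 of 27 genes). The sets of base excision repair, mismatch repair, the Rad6 pathway and topoisomerases passed in none of the 6 comparisons by camera on the arrays compared. With the replicate number as a block, where the numbers pair the arrays, replication factor C no longer passed at 0.5 h after 50 keV/µm (adjusted p 0.0664) and replication protein A passed at 1 h after 22.5 keV/µm (adjusted p 0.0411 against 0.0569). In the fit to all 27 arrays, replication factor C (0.0601 and 0.0797), DNA polymerases (0.0744) and nucleotide excision repair at 1 h (0.0601) did not pass. There mismatch repair (0.0311) and replication protein A (0.0498) passed at 1 h after 22.5 keV/µm. The alternative that moved the homologous recombination set most was camera with an estimated correlation, with adjusted p of 0.624, 0.507, 0.624 and 0.624 for the comparisons at 0.5 and 1 h. With fry the adjusted p was 0.0864, 0.106, 0.296 and 0.0644. None of the calls of any of the 9 sets held under fry or an estimated correlation. The set called at 1 h after 22.5 keV/µm also depended on 1 array, with an adjusted p of 0.0788 without replicate 2 of the unirradiated arrays. Without the 5 panel genes in the set, an alternative chosen after the data were examined, the adjusted p for the other 26 genes was 0.000127 and 0.00185 at 0.5 h and 0.293 and 0.057 at 1 h.

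The second question was whether the response depended on the LET. Compared directly, arrays at 50 and 22.5 keV/µm differed in 0 probes at each of 0.5, 1 and 2 h by limma, with 532, 289 and 612 probes at an unadjusted p under 0.05. The methods' t-test gave 40, 14 and 43 probes without adjustment and 0 after it. The count was 0 under each of the alternatives that use limma and without each of the arrays in turn.

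The responses at the 2 LETs, each against the same unirradiated arrays, were correlated across 38772 probes. Pearson's r was 0.753 at 0.5 h, 0.85 at 1 h and 0.895 at 2 h, Spearman's rho was 0.757, 0.832 and 0.856, and 80.3%, 83.9% and 84.3% of probes had the same sign. This is across probes, which are not independent replicates, and shared unirradiated arrays raise it without any effect. Unchanged groups simulated from the arrays of the same time gave a median r of 0.505, 0.591 and 0.475, and 16, 13 and 2 of 100 draws gave an r as high as that observed. Simulations in 2 other ways, chosen after the data were examined, gave 13, 8 and 5 and 6, 1 and 0 such draws. Among probes well above background on the 9 arrays of the time, r was 0.819, 0.91 and 0.925. Of the 104 probes called 2 h after 22.5 keV/µm, 94 were among the 1329 called after 50 keV/µm, in the same direction, and 0 in the opposite direction. Of 20 simulated fits of unchanged groups at 2 h, 0 made calls at both LETs in each of the 3 ways. Only 2, 2 and 0 of them made calls at either LET, so this decides nothing. In the fit to all 27 arrays, 18, 179 and 1335 probes were called in the same direction at both LETs at 0.5, 1 and 2 h, and 0 in opposite directions. The shared unirradiated arrays may raise these counts as well.

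The change of the response between 0.5 and 2 h was tested as an interaction. For 22.5 keV/µm limma called 0 probes, with 2223 at an unadjusted p under 0.05, and the methods' rule 832 without adjustment and 0 after it. For 50 keV/µm it called 687 probes (438 with a more positive and 249 with a more negative response at 2 h, 4715 unadjusted), and the methods' rule 1777 without adjustment and 475 after it. As a ratio, the alternative that moved this count most was the slide as a fixed block over all 27 arrays. It called 197 probes, of which 66 were more positive and 131 more negative. The fit to all 27 arrays without that block called 810 (487 and 323). In number of probes, the methods' rule without adjustment moved the count further, to 1777. The count of 687 became 316 without replicate 3 of the 50 keV/µm arrays of 0.5 h. Of 100 regroupings of the time labels, 7 gave as many calls, the real one included. Of these 7, 5 kept the real times of the irradiated arrays and exchanged at most unirradiated arrays. Whether this change differed between the LETs was not tested. Unirradiated arrays of 2 h and 0.5 h differed in 0 probes by limma (699 unadjusted) and in 47 by the methods' t-test, 0 of them after adjustment.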

Values the study reported

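The study counted probes that changed more than 2-fold by its own test, without adjustment. For 22.5 keV/µm it reported 131 probes up and 158 down at 0.5 h, 242 up and 286 down at 1 h, and 730 up and 804 down at 2 h. For 50 keV/µm it reported 74 up and 82 down at 0.5 h, 407 up and 380 down at 1 h, and 1355 up and 952 down at 2 h. For the IR indicator it gave fold changes of 113 and 188 at 2 h after 22.5 and 50 keV/µm.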

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

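Of the tests in this part, those of the balanced regroupings, of probes chosen at 1 h and of signals without scaling were chosen only after the result was seen, and so was the use of the slide fits, themselves planned, as a test of the cause. What drew attention to these results is that the response to 50 keV/µm differed between 2 h and 0.5 h by an interaction test in limma. The test called 687 probes, 438 with a more positive and 249 with a more negative response at 2 h.

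Among the panel genes, the difference of the log2 responses was 5.01 for the IR indicator, 1.36 and 1.28 for the probes of RAD21-2, 1.13, 1.18 and 1.16 for DMC1A, 1.80 and 1.73 for DMC1B and 1.03 for MSH5. It was −1.64 for RecQ and −1.97, −1.94 and −1.95 for the probes of RPA70b. RAD51A2 was not called in this test, with 0.047 (SE 0.44, adjusted p 0.986) and 0.56 (SE 0.39, adjusted p 0.7) at its probes. The largest positive differences were 6.14 in Os02g0161700, described as a leucine-rich repeat protein, 5.58 in Os01g0111700, a conserved hypothetical protein, and 5.47 in Os02g0709000, described as an exonuclease domain protein. The largest negative ones were −3.46 in Os06g0115700, a conserved hypothetical protein, −3.45 in Os09g0538500, described as male sterility MS5, and −3.44 in Os05g0532500, which has no description. Of the unirradiated arrays of 2 h, 0 of 3 were well above background for Os02g0161700 and 1 of 3 for Os02g0709000. Of the irradiated arrays of 2 h, 0 of 3 were for Os05g0532500. The sizes of those 3 differences therefore depend on signals near background.

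The regroupings could not exclude chance for the 687 calls as a whole, since 7 of 100 regroupings of the time labels gave as many, the real one included, and the highest of the others gave 3549. In 5 of those 7 the replicate 2 arrays were divided unequally between the regrouped times, which the real grouping did not do. Of the 7, 5 kept the real times of the irradiated arrays, so they keep any effect of time on those arrays. Of all 32 regroupings that hold 1 array of each replicate number per group, 5 gave as many, the real one included, all among the 8 that keep the times of the irradiated arrays. The 24 others gave 1 call at most. The irradiated arrays have only 4 such groupings, so a share under 0.25 was not possible for them and these regroupings decide nothing about chance. With the replicate number as a block over all 27 arrays the count was 1385. Probes chosen on other arrays, the 185 called 1 h after 50 keV/µm, had a mean signed log2 level of 2.48 on the 6 irradiated arrays of 2 h and of 1.02 on the 6 of 0.5 h. Of these probes, 86 were among the 687. With times exchanged within each LET, the exact permutation p was 0.005, with each array taken as independent. The numbers pair the arrays of the 2 LETs at 2 h (r of 0.455, 0.673 and 0.297). With 3 experiments as the units, a two-sided p under 0.25 was not possible, so this test cannot exclude chance. What follows holds only as far as the 687 calls are not a result of how the arrays fell into groups.

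The slide was tested as a cause with the slide as a fixed block over all 27 arrays, and 197 probes were called. The fit of the same form without the slide called 810 (487 more positive and 323 more negative), of which 192 were among the 197, in the same direction. Of the 22 called probes of genes named in the text, 8 kept their call and 22 their direction. The split of the 197 was the other way, with 66 more positive and 131 more negative. The slide is therefore argued against only as the whole cause, and it could be behind most of the calls, since the block removed most of them. With the slide as a random block the count was 765. Why the fixed block took more was not tested. A single array as the whole cause is argued against by the lowest count without 1 of the 12 arrays, which was 316, without replicate 3 of the 50 keV/µm arrays of 0.5 h. For the change in RPA70b and RecQ, the difference nearest 0 over their 4 probes and 6 scalings or background corrections was −1.40, but these scalings move all probes nearly alike, so this decides nothing. Without any scaling, with and without background correction, the difference nearest 0 was −1.34 (SE 0.308), which argues against both as its source. A change of the response with time, which the design names, stays open beside chance and the part played by the slide, and was not tested apart from them. At 22.5 keV/µm the same interaction test in limma called 0 probes (2223 unadjusted, 832 by the methods' rule, 178 in the fit to all 27 arrays). In 100 of 100 regroupings the count was at least that, which says nothing about chance. Whether the interaction differed between the LETs was not tested.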

How the results depend on the processing

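Of the alternatives below, the floor at log2 4, the homologous recombination set without panel genes and 2 of the 3 ways to simulate the agreement were chosen only after the results were seen. The others were chosen before. Over the 12 comparisons and the fits without 1 array, 241 counts of called probes lay within 1.5-fold of the count reported and 83 did not. Of the tests of the homologous recombination set, 125 kept their side of the threshold, 11 lost it and 2 gained it. Where it is not said otherwise, the cause was not tested. Scaling by quantiles, by the median, by a percentile over filtered probes or from the series matrix, a floor before scaling and no fold threshold left each count within 1.5-fold. The floor before scaling could change nothing, since 0 signals were under 1.

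Without adjustment, the methods' t-test called 302 and 164 probes at 0.5 h, 548 and 809 at 1 h, and 1574 and 2368 at 2 h, for 22.5 and 50 keV/µm. It called 40, 14 and 43 probes between the LETs, 832 and 1777 for the interactions and 47 between unirradiated arrays. After adjustment it called 34 probes for 50 keV/µm at 1 h, 0 for 22.5 keV/µm at 2 h, where 1574 passed unadjusted and limma called 104, and 306 for 50 keV/µm at 2 h.

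With normexp background correction, limma called 7 probes 0.5 h and 400 probes 2 h after 22.5 keV/µm. With no filter the count for 22.5 keV/µm at 2 h was 60. With the strict filter the counts for 22.5 keV/µm were 11 at 0.5 h and 381 at 2 h. With an intensity trend they were 13 and 392, and 1 probe was called 0.5 h after 50 keV/µm. For 22.5 keV/µm at 2 h, spots in place of probes gave 60 and genes in place of probes 189. With the floor at log2 4, the count was 1 for 50 keV/µm at 0.5 h and 0 for 22.5 keV/µm at 2 h (4818 unadjusted and 104 called without that floor, 1574 by the methods' t-test).

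One fit to all 27 arrays called 27 and 19 probes at 0.5 h, 217 and 319 at 1 h, 1604 and 2277 at 2 h, and 178 for the interaction at 22.5 keV/µm. It estimates each probe's spread from all 9 groups. With the slide as a fixed block in that fit, the counts were 20 and 17 at 0.5 h, 187 and 314 at 1 h, 1581 for 22.5 keV/µm at 2 h, and 122 and 197 for the interactions. With the slide as a random block they were 40 and 27, 383 and 460, 1963 and 2372, and 269 for the interaction at 22.5 keV/µm.

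With the replicate number as a block in the arrays compared, limma called 0 probes for 50 keV/µm at 1 h (185 without the block, 5253 unadjusted, 809 by the methods' t-test) and 0 for 22.5 keV/µm at 2 h (104 without the block, 4818 unadjusted, 1574 by the methods' t-test). The block leaves fewer degrees of freedom, and whether that was the cause was not tested. It moved no other count by more than 1.5-fold and changed no call of the homologous recombination set. For 22.5 keV/µm at 0.5 h and 50 keV/µm at 2 h the arrays were not taken as paired, since not every pair had a correlation over 0.1. At 50 keV/µm, 2 h, replicates 1 and 2 had correlations of 0.414 and 0.412, so a pairing there is not excluded. The correlations of their pairs were −0.00693 to 0.0406 and −0.0186 to 0.414. There the block gave 0 and 1171 probes, the first beside 3522 unadjusted in limma and 302 by the methods' t-test. With the replicate block over all 27 arrays the counts were 44 and 22 at 0.5 h, 471 and 476 at 1 h, 2109 and 2859 at 2 h, and 377 and 1385 for the interactions.

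Leaving out 1 array at a time, limma called 0 to 14 probes for 22.5 keV/µm at 1 h, with 14 without 22.5 keV/µm replicate 1. It called 21 to 229 for 50 keV/µm at 1 h, with 21 without 50 keV/µm replicate 1. It called 0 to 141 for 22.5 keV/µm at 2 h, with 0 without unirradiated replicate 1, unirradiated replicate 3 or 22.5 keV/µm replicate 3. It called 238 to 1651 for 50 keV/µm at 2 h, with 238 without 50 keV/µm replicate 3 and 248 without unirradiated replicate 3. The interactions gave 0 to 8 for 22.5 keV/µm, with 8 without its 2 h replicate 1, and 316 to 809 for 50 keV/µm, with 316 without its 0.5 h replicate 3. These fits have fewer arrays. In both comparisons at 0.5 h, in those between the LETs and between unirradiated arrays, 0 probes were called without any of the arrays. The counts at an unadjusted p under 0.05 and by the methods' t-test with all arrays are given above.

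The homologous recombination set passed with camera at 0.5 and 1 h. With fry the adjusted p was 0.0864 and 0.106 at 0.5 h and 0.296 and 0.0644 at 1 h, for 22.5 and 50 keV/µm. With an estimated correlation it was 0.624 and 0.507 at 0.5 h and 0.624 and 0.624 at 1 h. Both take the correlation between genes from the data in place of the preset 0.01. Over the alternatives other than leaving out an array, the adjusted p ranged from 6.96e-08 to 0.624 and from 4.86e-06 to 0.507 at 0.5 h, from 9.69e-05 to 0.624 and from 2.69e-06 to 0.624 at 1 h, and from 0.0284 to 0.876 and from 0.105 to 0.907 at 2 h. The 0.0284 came from the slide as a random block and was the only alternative of this kind that passed at 2 h. Without its 5 panel genes the set had an adjusted p of 0.293 and 0.057 at 1 h, of 0.000127 and 0.00185 at 0.5 h, and of 0.876 and 0.206 at 2 h, where its test pointed down at both LETs. Leaving out 1 array gave 3.58e-08 to 0.000118 and 1.99e-05 to 0.0026 at 0.5 h, 0.000685 to 0.0788 and 7.65e-05 to 0.0107 at 1 h, and 0.00379 to 0.414 and 0.198 to 0.916 at 2 h. The 0.0788 was without unirradiated replicate 2 and the 0.00379 without 22.5 keV/µm replicate 2.

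The r of 0.895 between the LETs at 2 h was matched by 2 of 100 draws with the planned simulation and by 5 with arrays drawn from all 27. It was above each of 100 draws (highest 0.86) when a simulated group held 1 array of each replicate number. Over all probes, the r at 0.5 and 1 h was reached by at least 1 draw in each of the 3 ways. Among probes well above background, the r of 0.91 at 1 h and of 0.925 at 2 h were above each of 100 draws of that last kind (highest 0.857 and 0.87), but not of the other 2. The planned simulation has a flaw, since the deviations within a group sum to 0.

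Of the 1329 probes called 2 h after 50 keV/µm, 1238 were well above background in both groups, 64 in the irradiated arrays only, 18 in the unirradiated arrays only and 9 in neither. The size of a change is limited by background in the last 3 of these classes.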

Other observations

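Chosen only after the result was seen were the tests of the spread at 0.5 h, of balanced regroupings, of probes chosen at 1 h as a test of chance, of the calls without 1 array as the whole source, of signals near background in 1 group, of the spread at 22.5 keV/µm, of the slides as a cause of the larger counts at 2 h and of the first principal component, those of shared words in the descriptions of neighbouring genes, that of the responses paired by replicate number, and 2 of the ways to simulate the agreement between the LETs. The others in this part were planned.

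The values quoted from the study come from an unadjusted test. The limma counts here for 22.5 keV/µm were 0 higher and 0 lower at 0.5 h (3522 unadjusted, 302 by the methods' t-test), 0 and 0 at 1 h (2427 unadjusted, 548 by the methods' t-test) and 49 and 55 at 2 h. They are lower than the values quoted from the study above. The limma counts for 50 keV/µm were 0 and 0 at 0.5 h (1750 unadjusted, 164 by the methods' t-test), 151 and 34 at 1 h, and 798 and 531 at 2 h. They are lower than the values quoted from the study above. The counts by the methods' t-test here were 137 and 165, 255 and 293, and 729 and 845 for 22.5 keV/µm, and 80 and 84, 423 and 386, and 1373 and 995 for 50 keV/µm, higher and lower at 0.5, 1 and 2 h.

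Other splits of the same 6 arrays into 3 and 3 were fitted for each comparison, and with 10 splits the share cannot fall under 0.1, so chance could be excluded for none of them. For 50 keV/µm at 1 h, 22.5 keV/µm at 2 h and 50 keV/µm at 2 h, 1 of 10 splits, the real one, gave as many calls as observed. The highest of the other splits gave 0, 0 and 104 calls. For 50 keV/µm at 1 h and 22.5 keV/µm at 2 h the real split was also the only one, of the 4 that part all 3 pairs of the same number, with as many calls. For the comparisons where limma called 0 probes, 10 of 10 splits gave at least as many. These were 22.5 and 50 keV/µm at 0.5 h, 22.5 keV/µm at 1 h, the LETs at 0.5, 1 and 2 h (532, 289 and 612 unadjusted, 40, 14 and 43 by the methods' t-test) and the unirradiated arrays (699 unadjusted, 47 by the methods' t-test). For the unirradiated arrays of 0.5 and 2 h, 1 of the other splits gave 753 calls, and it placed the replicate 2 arrays of both times on the same side. For the homologous recombination set, 1 of 10 splits gave a camera p as small for both LETs at 0.5 h and at 1 h, 4 of 10 for 22.5 keV/µm at 2 h and 9 of 10 for 50 keV/µm at 2 h. With the methods' t-test, 3, 4, 3, 1, 2 and 1 of the 10 splits gave as many calls, in the order 22.5 and 50 keV/µm at 0.5 h, then at 1 h, then at 2 h.

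More probes were called at 2 h than at 0.5 h at each LET. At 22.5 keV/µm this rested on single arrays, since the count of 104 at 2 h was 0 without unirradiated replicate 1, unirradiated replicate 3 or 22.5 keV/µm replicate 3, and the interaction in limma called 0 probes there (2223 unadjusted, 832 by the methods' rule). At 50 keV/µm the count of 1329 was 238 without 50 keV/µm replicate 3, and the interaction called 687. A larger spread between replicates at 0.5 h was tested with 1 spread estimate from all 27 arrays. There the smaller count at 2 h was still 59.4 times the larger count at 0.5 h, which argues against it. Slides not shared between the groups at 2 h were tested with the slide as a block, where the ratio was 79. Whether chance places arrays into times this way was tested with the regroupings of the interactions, where it was not excluded (7 of 100 for 50 keV/µm, of which 5 kept the real times of the irradiated arrays, and 5 of the 32 balanced in replicate number, which decide nothing, as said above). A change of expression with time after irradiation stays open as a biological explanation.

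Technical explanations were tested for the 1329 probes called 2 h after 50 keV/µm. If the unirradiated arrays of 2 h stood apart, the irradiated arrays would not differ from the other unirradiated arrays. In fact 90.6% of the probes differed more than 2-fold in the same direction from the 6 unirradiated arrays of 0.5 and 1 h. The unirradiated 2 h replicate 3 had the fewest spots well above background (81.31%), and its lowest spot signal, 7.12, was the highest such value of the 27 arrays. Without it, 97.6% of the probes differed more than 2-fold in the same direction, but they had been called with that array, so this decides nothing. A fit without it called 248 probes, which argues against that array as the whole source of the calls but not as the source of a part. Of the 1329 probes, 9 (0.677%) were not well above background on any of the 6 arrays, 64 were so only in the unirradiated and 18 only in the irradiated arrays. Together these were 91 probes (6.85%), so signals near background could not be the source of most of the calls. The splits decide nothing about chance alone, since 1 of 10, the real one, gave as many calls and 10 splits cannot give less. The highest of the others gave 104. Of the 185 probes called 1 h after 50 keV/µm, so chosen on other arrays, 155 were among the 1329. The mean signed log2 level of the 185 at 2 h was 2.48 on the 6 irradiated and −0.0279 on the 3 unirradiated arrays, with an exact permutation p of 0.0119, the smallest possible, which argues against chance for these probes over both LETs. That test took each array as independent, though the numbers pair the arrays of the 2 LETs at 2 h, so its p can be too small. For the other calls chance stays open. A response to irradiation remains open.

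More probes were called at 50 than at 22.5 keV/µm at 2 h, 1329 against 104, a ratio of 12.8. Without 50 keV/µm replicate 3 the first was 238, and without unirradiated replicate 1 the second was 0. Compared directly, the LETs differed in 0 probes at 2 h by limma (612 unadjusted, 43 by the methods' t-test). A larger spread between replicates at 22.5 keV/µm (a median SD of 0.278 against 0.203 at 50 keV/µm) is a candidate cause. With 1 spread estimate from all 27 arrays the ratio was 1.42, which is what that cause needs, although the limit of 1.5 set for it was written after the counts were seen. A larger response at 50 keV/µm was tested on 179 probes. These were called in the same direction at both LETs at 1 h in the fit to all 27 arrays. Probes called at 50 keV/µm alone were thus left out, which works against finding a larger response there. The spread estimate of that fit also used the arrays of 2 h. The mean signed log2 response at 2 h was 2.66 ± 0.16 (SD, n = 3) at 50 keV/µm and 2.44 ± 0.21 at 22.5 keV/µm. The difference of 0.217 had a p of 0.2 in a two-sided exact permutation test, where the smallest p possible is 0.1. Deviations of the same-numbered arrays of the 2 LETs at 2 h correlated with r of 0.455, 0.673 and 0.297, so the numbers pair them. Paired by number, the 3 differences were 0.28, 0.18 and 0.19, with a two-sided exact permutation p of 0.25, the smallest that 3 pairs can give. All 3 were positive, so for these 179 probes the response at 50 keV/µm was the larger in each pair. With 3 arrays per group neither test could give a p under 0.05, whatever the values. They therefore cannot tell the explanations of spread and of response apart. At 0.5 h the means were 1.05 ± 0.17 at 50 keV/µm and 1.12 ± 0.19 at 22.5 keV/µm, with an exact permutation p of 1.

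The first principal component, which held 34.3% of the variance over 38772 probes, placed the 9 replicate 2 arrays apart from most others, from −9.13 to 124. The replicate 1 arrays lay from −125 to −0.791 and the replicate 3 arrays from −45.8 to 25.8. The slide was tested as the cause on the slides that hold replicate 2 and other arrays. There the mean difference between them was 109, which argues against the slide, although 1 of these slides held only 1 other array. What separates the independent experiments otherwise was not tested, and no biological explanation was tested.

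Genes called 2 h after 50 keV/µm lay next to each other in the order of their loci more often than in shuffled orders. Among 27068 measured genes, 1080 were called, and 72 adjacent pairs were called in the same direction. In 10000 shuffled orders the mean was 22.2 and the highest 42 (permutation p 1e-04, the smallest they can give), which argues against chance order. Signal shared between related genes or between probes of the same transcript was tested by leaving out pairs of 1 transcript, pairs with the same description and pairs without any. There were 47 pairs left, against a mean of 18.8 and a highest of 34 (permutation p 1e-04). Relatives with differing descriptions remain among them, so this cannot be told apart from neighbours that change together. Leaving out pairs that share a word of their descriptions, common words such as protein or domain, short words and numbers aside, left 38 pairs, against a mean of 18.3 and a highest of 34 (permutation p 1e-04). That argues against such words as the whole cause, but related genes may still add pairs, as 2 chitinases did. Leaving out pairs that share any word or number left 17 pairs, against a mean of 6.39 and a highest of 18 (permutation p 4e-04), which was not above each shuffled order. A shared regulation of neighbours stays open and was not tested.

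The planned simulation of unchanged groups drew residuals from the 9 arrays of the time. Drawing from any 9 of the 27 arrays gave a median r of 0.527, 0.554 and 0.58 at 0.5, 1 and 2 h, and 13, 8 and 5 of 100 draws reached the observed r. Drawing 1 array of each replicate number per group gave a median of 0.506, 0.499 and 0.49, and 6, 1 and 0 of 100 draws reached it. Under that last way alone, r was above each draw at 2 h, over all probes (0.895 against a highest of 0.86) and among those well above background (0.925 against 0.87), and at 1 h only among probes well above background (0.91 against 0.857). Since the other 2 ways reached each of these values, for r an agreement above that of shared controls stays open. At 2 h, 94 probes were called in the same direction at both LETs. Of 20 simulated fits in each way, 0 made calls at both LETs, but only 2, 2 and 0 made calls at either. The most calls at 1 LET in a draw were 3857, 3672 and 0. An overlap thus had little room to arise, and these fits decide nothing about the source of these 94 calls. How many of them shared controls add was not measured, and the calls at the lower LET rested on single arrays, as said above.

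In the fit to all 27 arrays, 17 probes of 12 genes were called in the same direction in all 6 comparisons with unirradiated arrays. In the limma fits to the arrays compared there were 0 such probes, since 3 of those 6 called 0 probes (3522, 1750 and 2427 unadjusted, 302, 164 and 548 by the methods' t-test). Among the 17, the probe of Os02g0707900, described as a universal stress protein, depended on the replicate block. With that block over all 27 arrays it lost its call 0.5 h after 50 keV/µm (adjusted p 0.0504 against 0.0355 in limma).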
